A study of Mus musculus with 9 samples.

How the data were processed

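The samples were pancreatic islets, the clusters of hormone-secreting cells within the pancreas, taken from male C57BL/6J mice. Per the labels' protocols, the mice were 15 weeks old at the start and were fed 1 of 3 diets for 9 months. The low fat control diet (LFD) held 10% fat, the high fat diet (HFD) 60% fat and the ketogenic diet (KD) 89.9% fat. There were 3 LFD, 2 HFD and 4 KD samples, grouped by the diet named in each sample's title.

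Per the labels' protocols, RNA was extracted with Trizol and chloroform, polyadenylated RNA was selected, and strand-specific libraries were made with the NEBNext Ultra II Directional kit. The authors deposited raw counts, with 1 column per sample and 56941 Ensembl gene identifiers, and each column was matched to its sample by the identifier in the sample title. The values were whole numbers. The aligner, counting program, genome build and annotation were not given in the sources used here, so no coordinates are printed, and how reads shared between near-identical genes were assigned is not known. Sequencing dates, isolation dates and batches were not given in the labels used here, so batch and diet cannot be told apart.

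Gene symbols came from the supplied annotation, which matched 51948 of the 56941 identifiers. The other 4993 were kept in the tests under their identifiers. Library totals ran from 15513502 to 26588390 counts. At that depth the 95% Wilson interval of each library's share of counts reached at most 0.024 percentage points to either side for acinar markers and 0.015 for insulin genes. Such intervals cover counting error only, since the libraries carried no molecular identifiers that were used in the counts analysed here.

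Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the diet as group, which left 18548 genes, 501 of them without a symbol. Those genes held at least 99.86% of the counts of each library. Libraries were scaled by TMM, and CPM values were computed on the scaled library sizes. All 9 libraries entered a quasi-likelihood model with a mean per diet (robust glmQLFit and glmQLFTest), because the groups were too small to estimate their spread separately. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Standard errors of log2 fold changes were computed as the size of the change over the square root of F. The 3 pairwise contrasts and a joint test over the diets were made.

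Two-sided exact permutation tests over the 35 splits of the 7 LFD and KD libraries compared the shares of counts between those diets, and the smallest p these can give is 0.0286. A comparison of 2 HFD with 3 LFD libraries cannot reach 0.05 in such a test, so HFD shares are given as values. A panel of 30 genes and 22 gene lists were written from general knowledge of islet biology. Lists were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the lists within a contrast, with fry and with camera at an estimated correlation beside it. Mean log2 CPM values used a prior count of 2. A list of 28 immediate-early and heat shock genes was added after the most changed genes had been seen, and it left those genes out.

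The genes named in the text followed a rule. For each contrast these were the 5 largest increases and the 5 largest decreases among genes with an adjusted p below 0.05, a mean of at least 5 CPM in the higher group and no overlap between the libraries of the groups, leaving out unnamed gene models and pseudogenes. Ins1, Ins2, Gcg, Sst and Ppy were named in every contrast, as were panel genes past the threshold, up to the 10 with the lowest p. The values of 1 gene that the rule names are not reported here. The grouping, the tests, the panel, the 22 lists, this rule and most of the alternatives were chosen before the data were examined.

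The alternatives were DESeq2 size factors, TMM computed without acinar and hormone genes, the DESeq2 1.42.0 Wald test, limma-voom with sample quality weights, no low-count filter, a filter of at least 5 CPM in at least 3 libraries, a fit of only the groups compared, an acinar score as a covariate, the replicate number as a block, a test against a fold change of 1.5 and the omission of each library in turn. For shares of counts, the scale and the library size were also changed. Covariates for a lymphocyte score and offsets for GC content and gene length were added later. The offsets used lowess curves with a span of 0.3 and the longest transcript per gene in GENCODE M21, which covered 97.3% of the genes tested.

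The procedure was tested on simulated data drawn from the means, library sizes and dispersions of the real genes, with 200 genes changed by 2-fold or 4-fold. For KD against LFD, with 18179 genes in that step, edgeR recovered 65% of the changed genes, made 4 false calls and gave no wrong signs. Recovery was 81% for changes of 4-fold and 49% for changes of 2-fold. For HFD against LFD, edgeR recovered 56.5% of the changed genes with 6 false calls among 18151 genes. For KD against HFD, it recovered 57.5% with 17 false calls among 18072 genes. DESeq2 recovered more, 74.5%, 69.5% and 64.5% in the same order, and made 37, 39 and 37 false calls. Limma-voom recovered 62.5%, 54.5% and 54.5%, with 3, 3 and 13 false calls. The list for endoplasmic reticulum to Golgi transport was raised in simulated KD libraries, to a median log2 fold change of 0.538. It was called by camera, fry and camera at an estimated correlation, and 0 of the other lists were called by any of them. Genes were drawn independently of each other, so this simulation cannot show false list calls made by genes that vary together.

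Comparisons that share control libraries were set beside 20 simulations in which the groups were unchanged. No library was left out, and all 9 data columns were used.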

Results

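RNA was sequenced from pancreatic islets of 9 male mice kept for 9 months on a low fat diet (LFD, 3 mice), a high fat diet (HFD, 2 mice) or a ketogenic diet (KD, 4 mice), to ask what a ketogenic diet changes in the transcripts of islets. Total counts were 15513502, 18008388 and 17015662 in LFD replicates 1 to 3, and 16312630 and 15898599 in HFD replicates 1 and 2. They were 23746412, 26588390, 18161887 and 19102971 in KD replicates 1 to 4. Correlations of log2 CPM across genes, which are not independent replicates, ran from 0.941 to 0.975 between libraries of the same diet and were at least 0.926 between any pair of libraries. No libraries of the same diet matched within sampling noise, since the smallest chi-square per gene was 26.9. The leading principal component held 33.0% of the variance and placed the KD libraries between 12.2 and 69.9, and the LFD and HFD libraries between -48.0 and -24.5.

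Islets are separated from acinar tissue, which makes digestive enzymes, so the share of counts from acinar markers was examined before any other comparison. The acinar list took 35.5%, 24.9% and 15.0% of counts in LFD replicates 1 to 3, with a mean of 25.2% ± 10.2 (SD, n = 3). It took 18.9% and 11.3% in the HFD libraries, with a mean of 15.1% ± 5.39 (SD, n = 2). In KD replicates 1 to 4 it took 60.7%, 44.7%, 56.4% and 20.4%, with a mean of 45.5% ± 18.1 (SD, n = 4). The KD and LFD ranges overlapped, and the difference in mean log2 percent of 0.83 did not pass an exact two-sided permutation test (p = 0.171, 35 splits). Per TMM-scaled library size, the alternative that moved this difference most on the log2 scale, it was 1.46. Ins1 and Ins2 together took 6.33% ± 1.63 of counts on LFD (SD, n = 3), 10.1% ± 0.730 on HFD (SD, n = 2) and 4.86% ± 4.36 on KD (SD, n = 4). The KD minus LFD difference in insulin share was -1.47 percentage points (exact permutation p = 0.600). Its sign changed to 0.0311 points per TMM-scaled library size. KD replicate 4 had the highest insulin share of the KD libraries at 11.1%, and the difference moved most without it, to -3.57 points. Without KD replicate 1 it was -0.334, without KD replicate 3 it was -0.677, without LFD replicate 3 it was -0.629 and without LFD replicate 1 it was -2.25. For acinar markers the difference was 0.50 without LFD replicate 3.

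**Figure D1:**
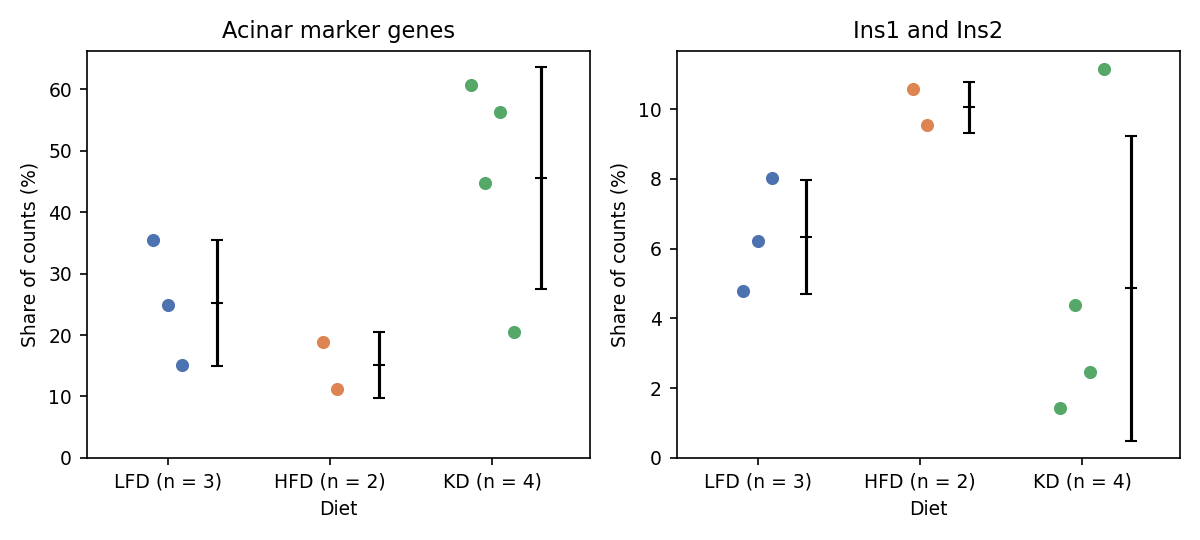
Share of counts in percent (vertical axes) from acinar marker genes (left) and from Ins1 and Ins2 (right) in each library by diet (horizontal axes), with 1 point per library and black bars for the mean and SD. KD replicate 4, at 20.4% acinar and 11.1% insulin counts, lay apart from the other KD libraries, whose acinar shares ran from 44.7% to 60.7%.

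The comparison of KD with LFD addressed the study's question most directly. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 764 of 18548 genes passed the threshold, 182 higher and 582 lower on KD, and 4215 genes had an unadjusted p below 0.05. Changes of at least 2-fold were found for 25 of the higher and 487 of the lower genes. The libraries of the diets did not overlap for 754 of the 764 genes. Over all genes tested, 19.7% showed no overlap, where chance gives 5.71%. In proportion, the count moved most in an edgeR fit with a lymphocyte score as a covariate, which called 0 genes. DESeq2 called 1773 genes, limma-voom 1873 and an edgeR fit with the replicate number as a block 2003, which are larger moves in number. Several libraries decided the count. It fell to 177 without LFD replicate 1, 224 without LFD replicate 2, 378 without KD replicate 1, 199 without KD replicate 2 and 151 without KD replicate 3, and it was 1348 without KD replicate 4. Without KD replicate 4, 707 genes were higher and 641 lower, so the excess of lower genes did not hold there. With the replicate block, 989 were higher and 1014 lower.

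The largest increases included Creb3l3 (ENSMUSG00000035041), Fbp2 (ENSMUSG00000021456), Adcy1 (ENSMUSG00000020431) and Sephs2 (ENSMUSG00000049091). Creb3l3, which encodes a membrane-bound transcription factor of the endoplasmic reticulum, rose from 0.495 ± 0.107 CPM on LFD (SD, n = 3) to 11.5 ± 4.91 CPM on KD (SD, n = 4), and measured 1.66 ± 0.372 CPM on HFD (SD, n = 2). Its log2 fold change was 4.53 (SE 0.43, edgeR adjusted p 0.00158). Adcy1 rose from 3.76 ± 1.31 to 20.3 ± 7.02 CPM (log2 fold change 2.45, SE 0.35, edgeR adjusted p 0.00720). Both passed the threshold whichever library was left out, with edgeR adjusted p up to 0.0116 for Creb3l3 and 0.0292 for Adcy1. With the lymphocyte score as a covariate, neither passed, nor did any other gene (edgeR adjusted p 0.215 for Creb3l3 and 0.453 for Adcy1). Over their alternatives, the adjusted p of Creb3l3 ran from 4.48e-20 to 0.215 and that of Adcy1 from 5.17e-10 to 0.453. Fbp2 rose from 0.578 ± 0.152 to 6.15 ± 4.48 CPM (log2 fold change 3.40, SE 0.67, edgeR adjusted p 0.0237). Its edgeR adjusted p was 0.0850, 0.0876 and 0.0531 without LFD replicates 1, 2 and 3, and 0.0588 and 0.0586 without KD replicates 2 and 3. Sephs2 rose from 36.6 ± 8.07 to 103 ± 43.2 CPM (log2 fold change 1.49, SE 0.32, edgeR adjusted p 0.0322). Among the omissions of 1 library, its call held only in that of KD replicate 4. The edgeR adjusted p of Sephs2 was 0.0850, 0.0944 and 0.0934 without LFD replicates 1, 2 and 3, 0.0567 and 0.0563 without HFD replicates 1 and 2, and 0.0628, 0.0670 and 0.0866 without KD replicates 1, 2 and 3. The log2 fold change with the acinar score as a covariate was 2.01 for Fbp2 and 0.76 for Sephs2, both past the threshold (edgeR adjusted p 0.0336 and 0.00685), so the size of these increases depended on that score. With both the acinar and lymphocyte scores the changes were 0.69 for each, and neither passed. Over their alternatives, the adjusted p of Fbp2 ran from 3.3e-06 to 0.807 and that of Sephs2 from 0.000225 to 0.444.

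**Figure D2:**
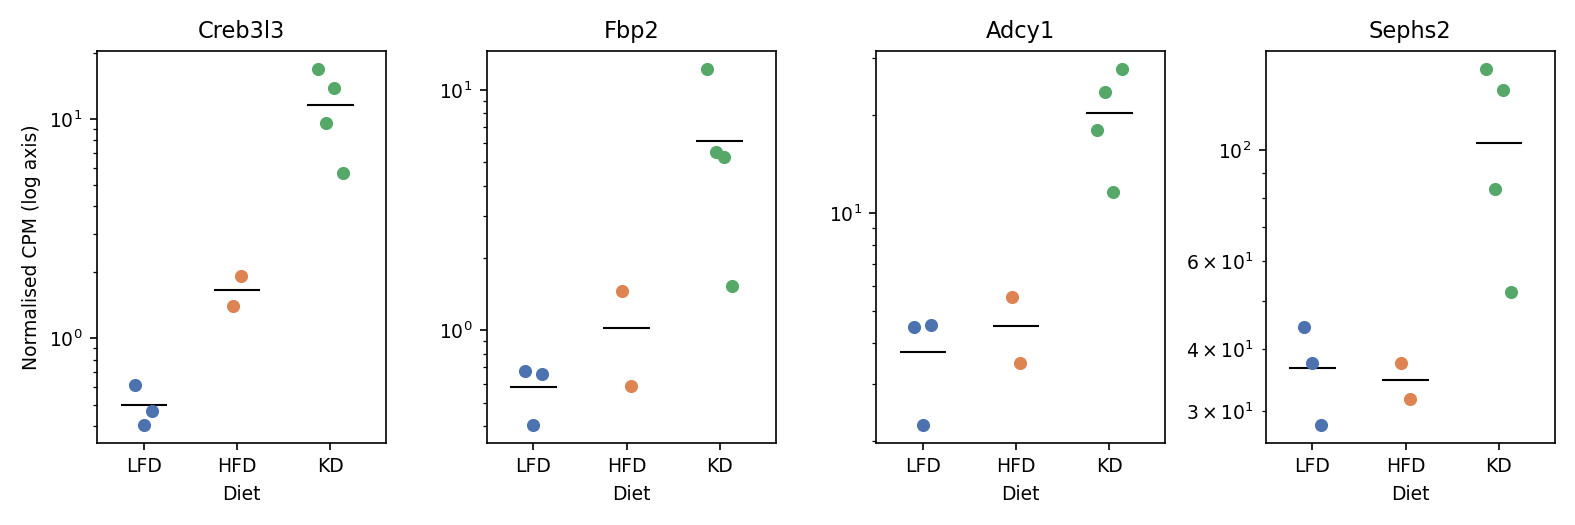
Normalised CPM on log axes (vertical) of 4 genes with large increases on KD, in each library by diet (horizontal), with 1 point per library and a line at the mean of each diet. Every KD library lay above every LFD library for each gene. KD replicate 4 had the lowest KD value for Creb3l3 at 5.69 CPM, Fbp2 at 1.52 CPM and Sephs2 at 52.1 CPM. It had the highest KD value for Adcy1, at 27.8 CPM.

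The largest decreases were in Ighv11-2 (ENSMUSG00000096108), an immunoglobulin kappa variable gene (ENSMUSG00000094345), Ms4a1 (ENSMUSG00000024673), Ighd (ENSMUSG00000104213) and Pou2af1 (ENSMUSG00000032053). These are genes of B lymphocytes, and they had few counts on KD, so ratios of pooled scaled counts with 95% exact intervals are given, which cover counting error only. Ms4a1 had 939 counts on LFD and 3 on KD, a rate 359 times as high on LFD (interval 123 to 1746). Ighd had 497 and 2 counts, a ratio of 285 (78.6 to 2363). Pou2af1 had 417 and 2 counts, a ratio of 239 (65.9 to 1984). The edgeR adjusted p values were 0.00850 for Ms4a1, 0.00190 for Ighd and 0.00551 for Pou2af1. These 3 genes passed the threshold whichever library was left out, but their sizes moved. The log2 fold changes ran from -9.37 to -7.80 for Ms4a1, -10.2 to -7.02 for Ighd and -8.12 to -6.29 for Pou2af1. The smallest for Pou2af1 came without LFD replicate 2, which had 14.25 CPM against 4.29 and 1.36 in LFD replicates 1 and 3. Ighv11-2 had 2041 and 4 counts, a ratio of 586 (229 to 2153), with an edgeR adjusted p of 0.0357. The kappa variable gene had 2826 and 7 counts, a ratio of 464 (225 to 1154), with an edgeR adjusted p of 0.0273. Both belong to families of similar genes, whose shared reads make their levels uncertain. LFD replicates 1 and 2 held most of these counts, with 41.0 and 60.5 CPM of Ighv11-2 against 1.08 CPM in LFD replicate 3. The edgeR adjusted p of Ighv11-2 was 0.0957 and 0.0676 without LFD replicates 1 and 2, and 0.113, 0.168, 0.113 and 0.0858 without KD replicates 1 to 4. That of the kappa variable gene was 0.0766 and 0.0532 without LFD replicates 1 and 2, and 0.0919, 0.135, 0.0888 and 0.0675 without KD replicates 1 to 4.

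The hormone genes Ins1 (ENSMUSG00000035804), Ins2 (ENSMUSG00000000215), Gcg (ENSMUSG00000000394), Sst (ENSMUSG00000004366) and Ppy (ENSMUSG00000017316) did not pass the threshold in any contrast. Ins2 measured 39900 ± 7200 CPM on LFD (SD, n = 3), 55020 ± 15700 on HFD (SD, n = 2) and 35770 ± 19600 on KD (SD, n = 4). Its log2 fold change was -0.16 for KD against LFD (SE 0.55, edgeR adjusted p 0.896), 0.46 for HFD against LFD (SE 0.65) and -0.62 for KD against HFD (SE 0.61). Ins1 changed by 0.42 for KD against LFD (SE 0.49, edgeR adjusted p 0.650), 0.59 for HFD against LFD (SE 0.57) and -0.17 for KD against HFD (SE 0.55). With the acinar score as a covariate, Ins1 passed the threshold for KD against LFD (log2 fold change 0.98, edgeR adjusted p 0.00886), and over its alternatives the adjusted p ran from 0.00886 to 1. The log2 fold changes of Gcg were 0.26, -0.30 and 0.56 in the same order of contrasts, with SE of 0.39, 0.47 and 0.45. Those of Sst were -0.01, -0.08 and 0.07, with SE of 0.24, 0.28 and 0.27. Those of Ppy were -0.25, -0.47 and 0.22, with SE of 0.49, 0.60 and 0.56.

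Of the 30 panel genes, 2 passed the threshold for KD against LFD over all genes tested, and 2 when adjusted over the list alone. Among them was Txnip (ENSMUSG00000038393), a glucose-responsive gene that fell from 676 ± 81.8 CPM on LFD (SD, n = 3) to 371 ± 68.3 on KD (SD, n = 4) and measured 405 ± 87.3 on HFD (SD, n = 2). The log2 fold change of Txnip for KD against LFD was -0.87 (SE 0.19, edgeR adjusted p 0.0299). Its edgeR adjusted p was 0.111 and 0.0669 without LFD replicates 1 and 2, and 0.0731 and 0.0955 without KD replicates 2 and 3. The panel count for KD against LFD was 0 without LFD replicate 1, LFD replicate 2, KD replicate 2 or KD replicate 3, 1 without LFD replicate 3 or KD replicate 1, and 3 without KD replicate 4. For HFD against LFD, edgeR called 0 panel genes over all genes and 0 adjusted over the list alone, with 4 at an unadjusted p below 0.05, while DESeq2 called 1 and limma-voom 0. For KD against HFD, edgeR called 0 panel genes over all genes, with 6 at an unadjusted p below 0.05, while DESeq2 called 5 and limma-voom 0. Adjusted over the list alone, edgeR called 1 gene for KD against HFD. That count moved in 12 of 22 alternatives, over a range of 0 to 10. The gene was Pdk4, with a log2 fold change of 1.14 (SE 0.22) and an edgeR adjusted p over the list of 0.00938. Pdk4 is named here after its value was seen. Without KD replicate 4, 8 panel genes passed the threshold over all genes for KD against HFD.

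Of the 22 gene lists, camera called 13 for KD against LFD, 8 higher and 5 lower. The higher lists were those for acinar markers (median log2 fold change 1.65), ribosomal proteins (0.49), fatty acid oxidation and ketone metabolism (0.39), endoplasmic reticulum (ER) to Golgi transport (0.33), the unfolded protein response (0.30), nuclear-encoded oxidative phosphorylation (0.29), cholesterol synthesis (0.26) and secretory granules and exocytosis (0.19). The lower lists were those for lymphocytes (-5.02), fibroblasts and stellate cells (-0.79), mitochondrially encoded genes (-0.64), macrophages (-0.64) and duct cells (-0.59). Of the 12 lymphocyte genes, 3 had 1 to 3 counts over the KD libraries, and with those at a floor of 3 counts over the group the median was -5.06. Camera did not call the lists for beta cell identity (0.01), alpha cells (0.37), delta and PP cells (-0.01), genes repressed in beta cells (-0.17), glycolysis (0.14), proliferation (-0.38), endothelial cells (0.01), adipocytes (0.44) and Schwann cells (-0.24). Camera called the beta cell identity list as higher when the acinar score was a covariate (median 0.35, adjusted p 7.18e-07, over a range of 7.18e-07 to 0.944 in its alternatives). The number of calls depended most on the list test. Fry called 5 lists, those for lymphocytes, ER to Golgi transport, fatty acid oxidation, oxidative phosphorylation and duct cells, and camera with an estimated correlation called 0. As many as 13 lists were called by camera in 6 of the 35 splits of the 7 libraries, the real split included.

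ER to Golgi transport genes were higher on KD for 39 of 43 members, with a camera adjusted p of 8.47e-09 and a fry adjusted p of 0.00490. The mean log2 CPM of the list was 6.49 ± 0.08 on LFD (SD, n = 3), 6.57 ± 0.02 on HFD (SD, n = 2) and 6.80 ± 0.04 on KD (SD, n = 4), and the 4 KD libraries lay above the 3 LFD libraries. Fatty acid oxidation and ketone genes were higher for 23 of 26 members, with a camera adjusted p of 3.6e-06 and a fry adjusted p of 0.00781. The mean log2 CPM of that list was 4.51 ± 0.04 on LFD (SD, n = 3), 4.64 ± 0.0028 on HFD (SD, n = 2) and 4.90 ± 0.11 on KD (SD, n = 4). Camera called both lists whichever library was left out. Unfolded protein response genes were higher for 25 of 31 members (camera adjusted p 0.00500), but fry did not call the list (adjusted p 0.140), and camera did not call it without LFD replicate 3 (adjusted p 0.0975). Secretory granule genes were called by camera with an adjusted p of 0.0431, which was 0.270 and 0.181 without LFD replicates 1 and 2 and 0.115 and 0.657 without KD replicates 2 and 4.

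**Figure D3:**
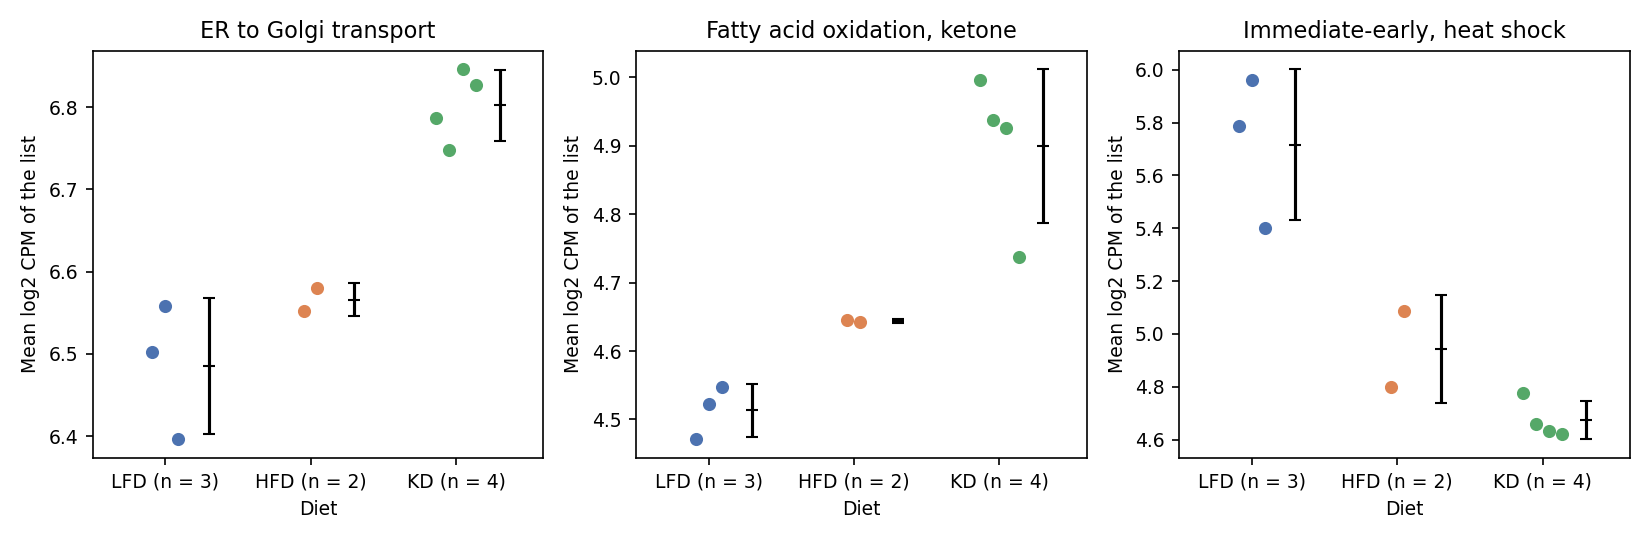
Mean log2 CPM (vertical axes) of the lists for ER to Golgi transport, fatty acid oxidation and ketone metabolism, and immediate-early and heat shock genes in each library by diet (horizontal axes), with 1 point per library and black bars for the mean and SD. Every KD library lay above every LFD library in the left and middle panels and below in the right panel, whose list was chosen after the most changed genes had been seen.

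For HFD against LFD, the edgeR test called 0 genes, with 1853 genes at an unadjusted p below 0.05 and a smallest adjusted p of 0.134. DESeq2 called 268 genes and limma-voom 11. Without LFD replicate 3, edgeR called 194. The libraries of the diets did not overlap for 27.5% of genes, where chance gives 20%. Camera called 10 lists, and fry and camera with an estimated correlation called 0 each. The count was 6 without LFD replicate 1. The 4 higher lists were those for endothelial cells (median 0.66), beta cell identity (0.30), secretory granules and exocytosis (0.29) and oxidative phosphorylation (0.17). The 6 lower lists were those for lymphocytes (-4.50), duct cells (-1.09), acinar markers (-0.97), proliferation (-0.52), genes repressed in beta cells (-0.49) and ribosomal proteins (-0.15). With the acinar score as a covariate camera called 10 lists, 6 of them shared with the main fit. The lymphocyte score gave 8 lists, 4 of them shared. The log2 fold changes of Ins1 and Ins2 were 0.083 and 0.081 with the acinar score, so cell content may account for part of these differences. The list of mitochondrially encoded genes had a median above 0 and a camera direction below 0, and that of adipocytes the opposite, with neither called.

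The direct comparison of KD with HFD asked whether the high fat diets differed from each other. The edgeR test called 0 genes, with 4215 genes at an unadjusted p below 0.05 and a smallest adjusted p of 0.124. DESeq2 called 1518 genes and limma-voom 0. Without KD replicate 4, edgeR called 1793. The libraries did not overlap for 33.9% of genes, where chance gives 13.3%. Camera called 10 lists, and fry and camera with an estimated correlation called 0 each. The 6 higher lists were those for acinar markers (median 2.57), alpha cells (0.65), ribosomal proteins (0.63), the unfolded protein response (0.32), ER to Golgi transport (0.26) and fatty acid oxidation (0.24). The 4 lower lists were those for macrophages (-0.79), mitochondrially encoded genes (-0.73), endothelial cells (-0.56) and fibroblasts and stellate cells (-0.45). For glycolysis the median and the mean differed in sign, and the list was not called.

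The joint test over the 3 diets called 402 genes by edgeR. That count was 68 without LFD replicate 1, 43 without LFD replicate 2, 809 without LFD replicate 3, 102 and 131 without HFD replicates 1 and 2, and 148, 36, 87 and 1827 without KD replicates 1 to 4. The fold changes of KD and of HFD against LFD correlated across genes with r = 0.604. The LFD libraries are shared by both contrasts, and in 20 simulations with unchanged groups r averaged 0.475, from 0.447 to 0.498. The jackknife spread of the observed r, from leaving out each library, was 0.134. Given that spread, the observed r is not clearly above the simulated values. With the stricter filter r was 0.283, but no simulation was made for that set of genes. Of the 764 genes called for KD against LFD, 92.0% had the same sign for HFD against LFD. In simulations where KD changed as measured and HFD did not, that share averaged 66.8%, from 64.4% to 68.7%. The simulations drew genes independently, so they leave out shifts shared across genes, as from lymphocytes in LFD replicates 1 and 2. The gap in shares therefore cannot be read as a shared effect of diet. When the LFD libraries were divided so that none served both contrasts, r lay between 0.0240 and 0.443.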

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

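The reading of the Sst value beside the acinar covariate was chosen after that value was seen. Of 25 values examined over the 4 KD libraries, 4 had a library far from the others relative to the group's range. Chance alone gives about 1 such group in 20.

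Of these, 3 were genes of B lymphocytes with very few counts. KD replicate 2 had 0.178 CPM of Ighv11-2 and 0.312 CPM of the immunoglobulin kappa variable gene ENSMUSG00000094345, and the other 3 KD libraries had none of either gene. KD replicate 4 had 0.0896 CPM of Ighd, and the other 3 had none. The KD libraries held 4, 7 and 2 counts of these genes in all, so the gap was made by a few reads. These genes were picked for the gap, so whether the KD libraries differ in them cannot be read from these counts. The immunoglobulin variable genes also share sequence with other immunoglobulin genes, and how such reads were assigned is not known. No biological explanation was tested, since the labels name no difference among the KD mice.

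Sst measured 1100 CPM in KD replicate 4 and 672, 679 and 593 CPM in KD replicates 1 to 3. KD replicate 4 also had the highest Ins1, Ins2 and Gcg values and the lowest acinar share of the KD libraries. It had the lowest Ppy value, with 631 CPM against 1386, 931 and 1954 CPM in KD replicates 1 to 3. A lower share of acinar RNA would raise every endocrine gene alike, so it does not by itself account for the hormone genes of that library. With the acinar score as a covariate, the log2 fold change of Sst for KD against LFD moved from -0.01 to 0.24, still without passing the threshold (edgeR adjusted p 0.470). Over its alternatives, the adjusted p of Sst in that contrast ran from 0.424 to 1. The covariate test does not single out KD replicate 4, so other causes in that library stay open. No biological explanation was tested for a single KD mouse.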

How the results depend on the processing

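The lymphocyte covariates and the offsets for GC content and gene length were chosen after the results were seen, and the other alternatives were planned. Apart from the omission of each library, the counts given here are of genes or lists past an adjusted p of 0.05.

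Scaling changed little. DESeq2 size factors and TMM without acinar and hormone genes called 725 and 723 genes for KD against LFD, of which 720 and 717 were among the 764, and they moved the median gene by at most 0.025 on the log2 scale in any contrast. The fit of only the groups compared called 524 genes, 504 of them among the 764.

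The choice of test moved the gene counts more. DESeq2 called 1773 genes for KD against LFD, among them all 764, with 268 for HFD against LFD, 1518 for KD against HFD and 2343 over the diets. It called 1 panel gene for HFD against LFD and 5 for KD against HFD. Limma-voom called 1873 genes for KD against LFD, 740 of them shared, with 11 for HFD against LFD, 1511 over the diets and 5 panel genes for KD against LFD. In simulated data without any change, DESeq2 made 10, 11 and 18 calls in the 3 contrasts, edgeR 1, 3 and 0, and limma-voom 1, 2 and 0. A test against a fold change of 1.5 called 166 genes for KD against LFD, 3 higher and 163 lower, and 0 panel genes, because it asks for a larger change. Fry called 5, 0 and 0 lists for KD against LFD, HFD against LFD and KD against HFD, and camera with an estimated correlation called 0, 0 and 0. Why the tests differed was not tested otherwise.

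Without a low-count filter there were 81 genes for HFD against LFD, 316 for KD against HFD and 1221 over the diets, with 1 panel gene for KD against LFD and 1 for KD against HFD. The stricter filter gave 383 genes for KD against LFD, 366 of them shared, and 148 over the diets, with fewer genes tested, and the correlation of fold changes was 0.283. The cause of the other moves was not tested.

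With the acinar score as a covariate there were 1433 genes for KD against LFD, 543 higher and 890 lower, of which 613 were among the 764. There were 3 for KD against HFD, 907 over the diets and 7 panel genes for KD against LFD. With the lymphocyte score there were 0 genes for KD against LFD and over the diets, 48 for KD against HFD, 0 panel genes for KD against LFD and 8 lists for KD against LFD, and the correlation was 0.811. The mean log2 CPM of the lymphocyte list was at least 0.80 in LFD libraries and at most -1.42 in KD libraries, so this covariate nearly parts these diets. With it, the 764 genes had SE a median of 2.31 times as large. The changes of the 182 higher genes were a median of 1.32 times as large and those of the 582 lower genes 0.299 times, so the higher genes lost their calls through larger errors. With both scores there were 118 genes for KD against LFD, 9 of them among the 764, 6 for HFD against LFD, 14 for KD against HFD and 47 over the diets. Both scores left 0 panel genes and 8 lists for KD against LFD and a correlation of 0.750. GC and length offsets gave 2 genes for HFD against LFD and 758 for KD against LFD, of which 602 were among the 764.

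The replicate numbers did not pair the samples, since deviations from the group means correlated from -0.0164 to 0.222 over the 7 pairs with the same number. With the replicate block there were 2003 genes for KD against LFD (989 higher and 1014 lower), 395 for HFD against LFD, 2320 for KD against HFD and 2820 over the diets, and 6, 1 and 9 panel genes in the same contrasts. Only KD has a replicate 4, so the block fits that library by itself and takes it out of the contrasts. The omission of KD replicate 4 alone gave 1348 genes for KD against LFD, 1793 for KD against HFD and 1827 over the diets. For HFD against LFD it gave 0 genes, so it does not account for the 395 there. What made up the rest was not tested.

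Leaving out each library in turn, where an HFD group of 1 was assumed to vary like the other groups, gave 151 to 1348 genes for KD against LFD, 0 to 194 for HFD against LFD, 0 to 1793 for KD against HFD and 36 to 1827 over the diets. The lowest for KD against LFD came without KD replicate 3 and the highest without KD replicate 4. Panel genes ran from 0 to 3 for KD against LFD and from 0 to 8 for KD against HFD. Lists ran from 12 to 15, from 6 to 12 and from 9 to 12 in the 3 contrasts, and the correlation from 0.513 to 0.666. With no LFD library serving both contrasts, the correlations were 0.443, 0.440 and 0.0240 with LFD replicate 1, 2 or 3 alone set against KD, and 0.154, 0.286 and 0.323 with replicates 1 and 2, 1 and 3, or 2 and 3. Removing the shared libraries lowers r by construction.

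The insulin share per TMM-scaled library size differed by 0.0311 points, with the sign reversed (exact permutation p = 1). The acinar and insulin differences stayed above 0.05 on the other scale (exact permutation p 0.143 and 0.314), as did the acinar difference per TMM-scaled library size (0.143). With a library left out, the exact test has too few splits to fall below 0.05, so its p says nothing about stability. The acinar difference ran from 0.50 to 1.17 and the insulin difference from -3.57 to -0.334 when a library was left out.

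Named genes by fold change and lists by the direction of the list test reversed in 41 instances. Of these, 1 concerned a result past the threshold, the list for secretory granules, whose median was -0.18 with the lymphocyte score. Its median was also below 0, at -0.0072, with the replicate block, where the test direction held. That of the beta cell identity list was -0.044 with the stricter filter and -0.050 with GC and length offsets, again without a change in test direction. By limma-voom, Ppy was at 0.42 for KD against LFD and 0.12 for HFD against LFD, and Sst at 0.0066 for HFD against LFD and -0.072 for KD against HFD. With the acinar score, Ins2 was at 0.28 and Sst at 0.24 for KD against LFD, and Ins2 at 0.20, Ppy at -0.13 and Ins1 at 0.89 for KD against HFD. With the replicate block, Gcg was at -0.012, Ppy at 0.16, Ins1 at -0.052 and the beta cell identity list at -0.10 for KD against LFD, and Sst at -0.16 for KD against HFD. The beta cell identity list was at -0.33 with the lymphocyte score, but newly passed the threshold at 0.35 with the acinar score. With both scores, Sst was at 0.40 for KD against LFD, Ins2 at -0.15 for HFD against LFD, and Ins2 at 0.14, Ppy at -0.24 and Ins1 at 0.96 for KD against HFD. With GC and length offsets, Sst was at -0.013 for KD against HFD. Without a library, the ranges for KD against LFD were -0.59 to 0.066 for Ins2, -0.037 to 0.64 for Ins1, -0.030 to 0.41 for Gcg, -0.25 to 0.088 for Sst, -0.63 to 0.050 for Ppy and -0.11 to 0.21 for the beta cell identity list. For HFD against LFD they were -0.33 to 0.13 for Sst and -1.16 to 0.000204 for Ppy. For KD against HFD they were -0.62 to 0.051 for Ins1, -0.16 to 0.32 for Sst and -0.24 to 0.92 for Ppy. Why these signs changed was not tested.

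Over the remaining alternatives, named genes kept direction and side of the threshold in 458 instances, fell short of it in 71 and newly passed it in 1. For named lists the numbers were 182, 32 and 1. Depth limits the decreases of B lymphocyte genes, whose sizes rest on 2 to 7 KD counts.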

Other observations

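The tests of lymphocytes, the tests of acinar content for the ER to Golgi, fatty acid oxidation, unfolded protein response and ribosomal protein lists, the test of ribosomal RNA, the GC and length offsets and the list of immediate-early and heat shock genes were chosen after the results were seen. The 7 LFD and KD libraries can be divided into groups of 3 and 4 in 35 ways. The count of 764 genes was reached in 1 of these, the real division. That is the smallest result possible and is not adjusted over the patterns examined. It argues against chance division of the libraries but cannot exclude it. Of the other divisions, 1 called any gene, 341 of them, and it set KD replicates 1, 2 and 3 against the remaining libraries. The 13 lists called by camera were reached or exceeded in 6 of the 35 divisions, and the others gave a median of 10, so for the number of lists chance cannot be excluded. The 2 panel genes were reached in 2 of the 35, and chance cannot be excluded there either.

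Genes lower on KD included all 12 lymphocyte markers, and lymphocytes carried over with the LFD islets, as from a nearby lymph node, are a candidate source. The most abundant marker, Ighm, measured 453, 1120 and 44.0 CPM in LFD replicates 1 to 3, 53.0 and 69.6 in the HFD libraries and at most 23.7 in the KD libraries. Of the 12 markers, 1 was above 1 CPM in every library and none belonged to another list. Lymphocytes alone would make the excess of each lower gene over its KD mean shrink from LFD replicates 1 and 2 to LFD replicate 3 as for the markers, which kept a fraction of 0.0412 to 0.452 of it. This fraction does not depend on a constant level from other cells. Of the 582 lower genes, 244 (41.9%) kept more than every marker, and 96 kept a fraction above 1. As many above every marker have a chance of 0.00162 if genes and markers are drawn alike, which takes genes as independent. The 582 genes were chosen by a test that favours a small spread among the LFD libraries, so they were not drawn like the markers. This chance value therefore cannot decide whether lymphocytes are the whole cause. Among the 290 genes at least 4-fold lower, 57 kept more than every marker (chance 0.0771), so lymphocytes stay open for those genes too. A lymphocyte response to diet within the islets was not tested.

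Immediate-early and heat shock genes were lower on KD. A list of 28 such genes, which left out those already seen among the most changed, had 27 members lower on KD than LFD with a median log2 fold change of -1.03, and 16 members passed the edgeR threshold. Its mean log2 CPM was 5.72 ± 0.29 on LFD (SD, n = 3), 4.94 ± 0.20 on HFD (SD, n = 2) and 4.67 ± 0.07 on KD (SD, n = 4). The exact permutation p for KD against LFD was 0.0286, the smallest possible, and 0.05 after Benjamini-Hochberg adjustment over 7 such values, which is not below the threshold. For HFD against LFD, 28 of 28 members were lower, with a median of -0.64. These genes respond to tissue dissociation as well as to stress in the animal. The 9 heat shock members all kept more of their excess over KD in LFD replicate 3 than every lymphocyte marker, with a median fraction of 1.70. The chance value of 3.4e-06 takes genes as independent, but heat shock genes can rise together within 1 library. A separate rise of heat shock genes in LFD replicate 3 was not tested. The fractions all rest on that library, so they cannot decide whether lymphocytes are the whole cause. Of the 19 immediate-early members, 5 kept more than every marker (chance 0.0684), with a median of 0.327 against 0.157 for the markers. Lymphocytes and other causes cannot be told apart for the immediate-early members, because that count is within chance. Acinar content fails to account for the list, since the median was -0.93 with the acinar score in the fit. Differences in isolation between the diets and an effect of diet stay open, because the labels used here give no isolation dates.

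ER to Golgi transport genes were higher on KD, and acinar cells, which secrete heavily and could carry these transcripts, were weighed as a cause. The most abundant acinar markers, Ctrb1, Cel and Pnlip, averaged 127000, 79100 and 83900 CPM on KD and 31300, 23000 and 21400 on LFD, and all 23 acinar markers tested were above 1 CPM in every library. With the acinar score in the fit, the median log2 fold change was 0.31 and the list stayed past the threshold by camera (adjusted p 1.28e-08) and fry (0.0179), where camera at an estimated correlation gave 0.118 without the score. Over its alternatives the adjusted p of the list ran from 4.87e-11 to 0.118. With GC and length offsets, which covered 43 of its 43 members, the median was 0.32. Both results argue against these trends as the whole cause. A camera p as small as the real one, 1.54e-09, was reached in 1 of the 35 divisions, the real division. With KD replicates 1, 3 and 4 set against the remaining libraries the camera p was 3.67e-09. With KD replicates 2, 3 and 4 it was 1.21e-08. The count is the smallest possible and is not adjusted over the lists examined, so chance cannot be excluded by it. For the mean log2 CPM, which was 0.32 higher on KD, the exact permutation p was 0.0286, the smallest possible, and 0.05 after adjustment over 7 values, which is not below the threshold. An effect of diet on ER to Golgi transport may underlie the difference, and chance and differences in isolation, in other cell types or in batch stay open.

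Fatty acid oxidation and ketone genes were higher on KD with a median of 0.33 when the acinar score was in the fit (camera adjusted p 7.91e-05, fry 0.0179) and 0.32 with GC and length offsets, which argues against acinar content, GC content and gene length as the whole cause. With both the acinar and lymphocyte scores the median was 0.18 and the list was not called (camera adjusted p 0.182), and over its alternatives the adjusted p ran from 5.44e-08 to 0.182. A camera p as small was reached in 2 of the 35 divisions, so chance cannot be excluded by that count. The exact permutation p of the mean log2 CPM was 0.0286, and 0.05 after adjustment over 7 values. A response to the fat content of the diet stays open as a hypothesis.

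Acinar carry-over is a candidate source of the higher ribosomal protein genes on KD, since their median fell to 0.066 and camera no longer called the list with the acinar score in the fit. With both the acinar and lymphocyte scores, the median was 0.26 and camera called the list (adjusted p 0.00629, over a range of 8.14e-25 to 0.462 in its alternatives), so this source stays open. A camera p as small was reached in 10 of the 35 divisions, so chance cannot be excluded. For the unfolded protein response the median was 0.21 with the acinar score, past the threshold by camera (adjusted p 0.0258) and not by fry (0.294), over a range of 1.12e-05 to 0.419 in its alternatives. A camera p as small was reached in 12 of the 35 divisions, and the exact permutation p of the mean log2 CPM was 0.143. Acinar content, chance and diet cannot be told apart for this list because the list tests differ.

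The ratio of Ins1 to Ins2 counts was 0.278, 0.391 and 0.328 in the LFD libraries, 0.305 and 0.448 in the HFD libraries and 0.499, 0.514, 0.442 and 0.505 in the KD libraries. It was higher in 4 of 4 KD libraries than in any LFD library, but 1 HFD library lay within the KD range. The exact permutation p for KD against LFD was 0.0286, the smallest possible, and 0.05 after adjustment over 7 values. Acinar content is an unlikely cause, since the Ins1 minus Ins2 log2 fold change was 0.69 with the acinar score in the fit. Reads shared between these paralogs were not examined here, and an effect of diet stays open.

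A feature without a symbol, ENSMUSG00000119584, held 6.66% of the counts of LFD replicate 3 and between 0.0407% and 0.912% of those of the other libraries, with a 95% Wilson interval within 0.012 percentage points in each. It was singled out after its values were seen. Lars2 was higher in the same library, with 183773 counts against 620 to 21517 in the others, a share 68.5 times the median of the others. Counts of mt-Rnr1 were 6651 there and at most 1041 elsewhere, while mt-Rnr2 had 69176 counts against 9860 to 57845. The unnamed feature and Lars2 were next highest in HFD replicate 1 (148783 and 21517 counts) and KD replicate 4 (130090 and 14145 counts). Their joint rise was thus not confined to LFD replicate 3. Ribosomal RNA carried into these libraries could raise such features, but no ribosomal sequence was compared here, so this cannot be told apart from other causes. No biological explanation was tested for these libraries.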
